# *Drosophila* intestinal stem and progenitor cells are major sources and regulators of homeostatic niche signals

**DOI:** 10.1073/pnas.1719169115

**Published:** 2018-11-07

**Authors:** David P. Doupé, Owen J. Marshall, Hannah Dayton, Andrea H. Brand, Norbert Perrimon

**Keywords:** epithelial homeostasis, stem cells, niche, microenvironment, insulin

## Abstract

Epithelial homeostasis requires the precise balance of epithelial stem/progenitor proliferation and differentiation. While many signaling pathways that regulate epithelial stem cells have been identified, it is probable that other regulators remain unidentified. Here, we use gene-expression profiling by targeted DamID to identify the stem/progenitor-specific transcription and signaling factors in the *Drosophila* midgut. Many signaling pathway components, including ligands of most major pathways, exhibit stem/progenitor-specific expression and have regulatory regions bound by both intrinsic and extrinsic transcription factors. In addition to previously identified stem/progenitor-derived ligands, we show that both the insulin-like factor Ilp6 and TNF ligand eiger are specifically expressed in the stem/progenitors and regulate normal tissue homeostasis. We propose that intestinal stem cells not only integrate multiple signals but also contribute to and regulate the homeostatic signaling microenvironmental niche through the expression of autocrine and paracrine factors.

## Significance

Most epithelia are turned over throughout adult life as cells are lost from the surface and replaced by the proliferation of stem cells. Precise regulation of stem cells by signals from the local microenvironment or niche is important to maintain epithelial homeostasis. Here, using intestinal stem cells of the *Drosophila* midgut as a model system, we use transcriptome profiling to identify genes expressed specifically in stem and progenitor cells and not their differentiated daughters. We find that stem and progenitor cells express ligands of major developmental signaling pathways to both contribute to the niche and regulate the production of niche signals from other cell types.

Epithelia are constantly turned over throughout life as cells are lost from the surface and replaced by the proliferation of stem cells. Maintaining epithelial homeostasis is essential, as a failure to replace lost cells may compromise tissue function and an overproduction of cells may lead to cancer. Stem cells’ proliferation and differentiation must therefore be precisely regulated, integrating a range of extrinsic signals to maintain and repair the tissue. Since their identification, *Drosophila* intestinal stem cells (ISCs) have emerged as an excellent model for the study of epithelial stem cells and homeostasis (1, 2). The pseudostratified posterior midgut epithelium consists of just four cell types: proliferating ISCs; differentiating enteroblast progenitors (EBs); absorptive enterocytes (ECs), and secretory enteroendocrine cells (EEs) (Fig. 1*A*). The modes of ISC fate in normal homeostasis and their ability to respond to tissue damage are conserved with mammalian epithelial stem cells (3, 4). Critically, many of the major pathways involved in regulation of mammalian epithelial stem cells—including the EGF, Wnt, Notch, JAK/STAT, Hippo, and insulin pathways—have been shown to regulate *Drosophila* ISCs (5).

**Fig. 1.**
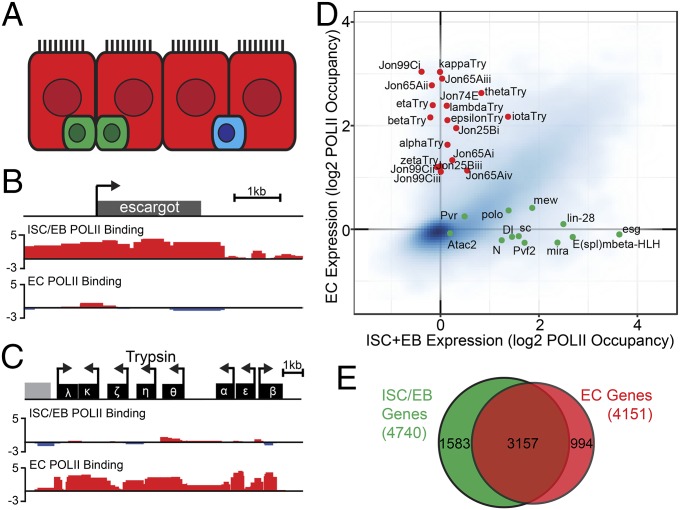
Transcriptome profiling in the midgut by targeted DamID. (*A*) Schematic of midgut epithelial cell types. ISCs and EBs (green), ECs (red), and EEs (blue). ISCs divide to self-renew and generate differentiated EC and EE progeny via differentiating EB progenitors. (*B* and *C*) Example PolII DamID tracks (with unfused Dam control subtracted) for ISC/EB marker *escargot* and EC marker *trypsin* genes. (*D*) Genome-wide gene POLII occupancy in ISC/EBs vs. ECs with known markers highlighted (green for ISC/EB, red for EC). (*E*) Overlap in expressed genes in ISC/EB (green) vs. ECs (red) at FDR < 0.01.

While many major pathways are known to be involved in regulation, a comprehensive picture of which signals are involved is lacking. In addition, because many studies use different experimental conditions, such as damaged, growing, or aging midguts, the expression of signaling factors in any given state are not fully characterized. Moreover, because these pathways are used iteratively throughout development, it is clear that context or cell-type–specific factors, such as transcription factors (TFs), are critical to determining cell fate outcomes. Apart from effectors of signaling pathways, relatively few of these—for example escargot (6, 7) and scute (8)—have been identified in the midgut.

Here, we use targeted DamID (9) to profile the transcriptomes of specific cell types in the homeostatic midgut to systematically identify the intrinsic ISC/EB TFs and the expression of signaling molecules. We identify a conserved set of ISC/EB-specific TFs, many of which have orthologs implicated in mammalian epithelial homeostasis or cancer. We then use targeted DamID to identify the targets of one critical ISC/EB TF, Sox21a, and by intersecting its targets with those of a critical extrinsic factor are able to identify key regulators of tissue homeostasis. These include ligands of the major signaling pathways, two of which—eiger and Ilp6—have not previously been implicated in regulation of epithelial homeostasis. We propose that stem and progenitor cells not only integrate a range of signals but are themselves critical sources of signals to maintain their own homeostatic microenvironmental niche.

## Results

### Cell-Type–Specific Transcriptome Profiling of Midgut ISC/EB and EC Cells by Targeted DamID.

Identification of factors that determine stem cell fate requires cell-type–specific profiling of the ISC/EB population. Targeted DamID provides a means to do this in undisturbed, homeostatic tissue without cell isolation that could affect gene expression (9). We profiled both the ISC/EB cells and the predominant differentiated EC cell type, reasoning that factors responsible for stem cell properties would be stem cell-specific, whereas tissue-specific factors and housekeeping genes would be present in both populations. 

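Pol II occupancy was profiled by targeted DamID in 2 cell populations of the adult midgut. A fusion of Dam methylase and Pol II, or Dam alone, was expressed at a low level in ISC/EBs under the esg driver or in ECs under the Myo1A driver. Dam methylates GATC sites near the DNA that the fusion protein contacts, so a gene transcribed in the driver's cells gathers methylation along its length. Each population had 2 samples with Dam-Pol II and 2 with Dam alone. The authors made 1 track per population, the log2 ratio of Dam-Pol II to Dam averaged over the samples. The spread between samples cannot be read from it, and the sequencing depth was not determined here.
Each track holds 383654 GATC fragments with a median length of 197 bp. Gene occupancy was calculated here as the mean log2 ratio over the fragments of a gene, weighted by the length of each fragment inside the gene. Gene coordinates were those of Release 6, and 17791 genes had at least 1 fragment. A gene was called occupied when its mean exceeded that of as many random fragments of the same track (100000 draws, Benjamini-Hochberg FDR below 0.01). The FDR therefore describes 1 averaged track and not the variation between samples. Neighboring fragments were correlated (Pearson's r = 0.886 in ISC/EBs and 0.874 in ECs), and random fragments do not carry this correlation. Means of random fragments therefore vary less than means of neighboring fragments, so the FDR can be too small. The ISC/EB track also had a wider spread than the EC track (SD over fragments 0.856 and 0.652), which affects differences between the populations.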

Plotting average methylation across each gene shows a clear separation of genes showing enriched expression in one population or the other (Fig. 1*D*). 

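Among specific genes with at least 5 fragments, the largest excess of Pol II in ISC/EBs over ECs was at Sox21a and esg, which encode TFs. Occupancy of Sox21a was 3.46 in ISC/EBs and -0.43 in ECs (log2 over Dam), and esg had a difference of 3.73. The insulin-like peptide gene Ilp6 was also among the 10 ISC/EB-specific genes with the largest differences (2.87). In the opposite direction, the Jonah protease gene Jon99Ci had an occupancy of -0.38 in ISC/EBs and 3.04 in ECs. It was followed by CG4653 and CG9673, neighboring genes on chromosome X with EC values of 3.07 and 3.12.
The other genes among the 10 largest ISC/EB differences were CG17002 (difference 3.36), asRNA:CR43723 (3.14), CG32170 (3.03), CG15083 (3.02), the TRP channel gene pain (3.02), CG30283 (2.94) and Coop (2.93). Coop and asRNA:CR43723 overlap, and CG30283 lies within Egfr, so these genes share fragments, and DamID does not tell the strands apart. The other genes among the 10 largest EC differences were Jon65Aii (-2.95), MFS1 (-2.93), CG31300 (-2.90), CG15255 (-2.87), Jon65Aiii (-2.87), Argl (-2.69) and CG10911 (-2.69). All 20 genes kept the direction of the difference after quantile normalization of the 2 tracks. They were picked for the largest differences in these tracks, so this is a weak check. With a single averaged track per population, no difference has a replicate check or a p-value.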

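The ISC/EB marker esg and the trypsin genes of ECs had opposite Pol II occupancy. The esg gene, which encodes a Snail-family TF, lies on chromosome 2L from 15333866 to 15336138 (Release 6) and has 11 GATC fragments. Its mean occupancy was 3.63 in ISC/EBs (FDR = 2.93e-04 by resampling of fragments, the smallest that 100000 draws gave in this track) and -0.10 in ECs (FDR = 1). In the trypsin cluster on chromosome 2R, kappaTry had an occupancy of -0.01 in ISC/EBs and 3.04 in ECs, lambdaTry 0.13 and 2.39, and betaTry -0.21 and 2.16.
Among 19 trypsin and Jonah protease genes labeled in Fig. 1D, 13 were EC-specific, 6 were not called and none was occupied in ISC/EBs by the resampling test. When adjusted over the list alone, 14 were EC-specific. An FDR function recovered from Dataset S1, chosen after seeing the data, called 18 EC-specific and 1, iotaTry, shared. With track values shuffled among fragments, which leaves no occupied genes, this function still called a median of 1017 genes in ISC/EBs and 935 in ECs. Its calls, here and below, are therefore looser than an FDR below 0.01 implies. All 19 had higher occupancy in ECs, including those that did not pass the test, such as zetaTry at 0.00 and 1.22. iotaTry had the highest ISC/EB value of the trypsin genes, 1.37 against 2.17 in ECs. The median difference of the list was -1.80, below every one of 10000 random gene lists matched on occupancy and number of fragments. These genes are short, with 4 fragments in kappaTry and etaTry. Several lie in clusters, so their values are not independent, whereas the random lists drew genes singly. The paper labeled them on a plot of the same experiments.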

Known ISC/EB (*escargot*) and EC (*trypsin* gene cluster) genes showed extensive methylation across the gene span only in the escargot and Myo1A populations, respectively (Fig. 1 *B* and *C*). Using a false-discovery rate (FDR) cut-off of 0.01, we identified 4,740 genes expressed in stem/progenitors and 4,151 expressed in ECs. Comparison of these lists showed significant overlap but 1,583 genes were ISC/EB-specific and 994 were EC-specific (Fig. 1*E*; see Dataset S1 for full list).

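Pol II occupied 1443 genes in ISC/EBs and 1763 in ECs at an FDR below 0.01, of 17791 genes tested. Among the genes called in both populations was Hnf4, a nuclear receptor gene, with an occupancy of 2.52 in ISC/EBs and 1.45 in ECs. GATAe, which encodes a GATA factor of the midgut, had 2.16 and 2.10, and the fatty acid binding protein gene fabp had 2.70 and 2.80. Many genes with a clear signal did not pass, such as the Notch target gene E(spl)malpha-BFM at 2.30 in ISC/EBs.
The count depends on the setting. The unweighted mean over fragments gave 3045 genes in ISC/EBs and 2894 in ECs. Runs of consecutive fragments as the null gave 0 in both (1456 and 1714 genes at an unadjusted p under 0.05). These runs came from the same track and include the occupied genes, so few calls were possible. They also keep the correlation of neighboring fragments, which random fragments lack. How much each contributes to the count of 0 was not tested. The count of 0 is therefore no evidence that genes are unoccupied. In tracks simulated from the ISC/EB values, with 2000 genes raised, the test recovered 45.0% of genes raised by 2.0 (log2) and 11.8% of those raised by 1.0, so a gene that is not called may still be transcribed.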

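Of the genes occupied by Pol II, 561 were called only in ISC/EBs, 882 in both populations and 881 only in ECs. ISC/EB-specific genes had a median occupancy of 1.94 in ISC/EBs and 0.51 in ECs, and EC-specific genes 1.00 and 1.70. EC-specific genes thus retained signal in the ISC/EB track on its deposited scale, which has a wider spread than the EC track. The median was lower with the classes of the FDR function of Dataset S1 (0.46). For example, the septate junction gene Ssk was called only in ECs at 3.17 and had an occupancy of 1.52 in ISC/EBs (FDR = 0.182). Of the shared genes, 783 of 882 (88.8%) had the higher value in ISC/EBs, among them cad at 1.91 and 0.96.
Specific here means past the FDR in one track and not in the other, which is no test of the difference. When a gap of at least 1 (log2) was required instead, 482 genes were ISC/EB-specific and 301 EC-specific. With the 2 tracks quantile normalized, 417 genes were ISC/EB-specific, 1109 were EC-specific and 46.6% of the shared genes were higher in ISC/EBs. The paper reasons that stem cell factors would be specific to ISC/EBs, and tissue-specific factors and housekeeping genes present in both populations.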

Gene ontology (GO) analysis shows a clear distinction between terms enriched in the ISC/EB- (terms related to stem cells, proliferation, gene expression, and chromatin) and EC- (membrane transport, metabolism, and proteolysis) specific profiles (*SI Appendix*, Fig. S1 *A* and *B*). This is consistent with their functions as a dynamic and highly regulated stem cell population and an absorptive cell type, respectively. 

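Genes of cell division and Notch signaling had more Pol II in ISC/EBs, and genes of digestion more in ECs. Of 31 genes of the cell cycle and DNA replication, 5 were ISC/EB-specific, 3 were shared, none was EC-specific and 23 were not called. When adjusted over the list alone, 7 were ISC/EB-specific. Of the 31, 30 had higher values in ISC/EBs, and 27 after quantile normalization. CycB, a mitotic cyclin, had an occupancy of 1.77 in ISC/EBs and 0.16 in ECs, and Orc2, of the origin recognition complex, 2.15 and 0.02. All 11 Notch target genes of the E(spl) complex had higher values in ISC/EBs (10 of 11 after quantile normalization of the tracks, E(spl)m6-BFM being the exception), but only E(spl)mbeta-HLH was called (4 when adjusted over the list alone, 5 with the FDR function of Dataset S1). Neighboring genes of this complex lie close together, so their values are not independent.
Of 32 other digestive enzyme genes, 15 were EC-specific and none was occupied in ISC/EBs by the resampling test (17 EC-specific when adjusted over the list alone). The FDR function of Dataset S1 called 14 EC-specific and 5 shared, the maltase genes Mal-A1, Mal-A5, Mal-A6, Mal-A7 and Mal-A8. Bace had 0.01 in ISC/EBs and 2.68 in ECs, and the lysozyme gene LysE 0.18 and 2.78. Of 24 genes of lipid uptake and metabolism, 11 were shared and 3 were EC-specific (12 and 5, with 1 ISC/EB-specific, when adjusted over the list alone). The EC-specific genes included the lipase gene mag, which is also in the digestive list, with a difference of -1.82, and the sterol transporter gene Npc1b (-1.64). Of 18 genes of the vacuolar proton pump, 6 were shared and 5 EC-specific (7 and 5 when adjusted over the list alone). Of 15 sugar and amino acid transporters, 4 were EC-specific, among them slif at 0.57 and 1.83, whereas mnd was ISC/EB-specific at 2.10 and -0.01 (5 and 1 when adjusted over the list alone). Of 24 chromatin regulators, 3 were ISC/EB-specific, 2 were shared and 1 was EC-specific, the same numbers when adjusted over the list alone. kis, a chromatin remodeler gene, had 1.09 and -0.08.

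**Figure D1:**
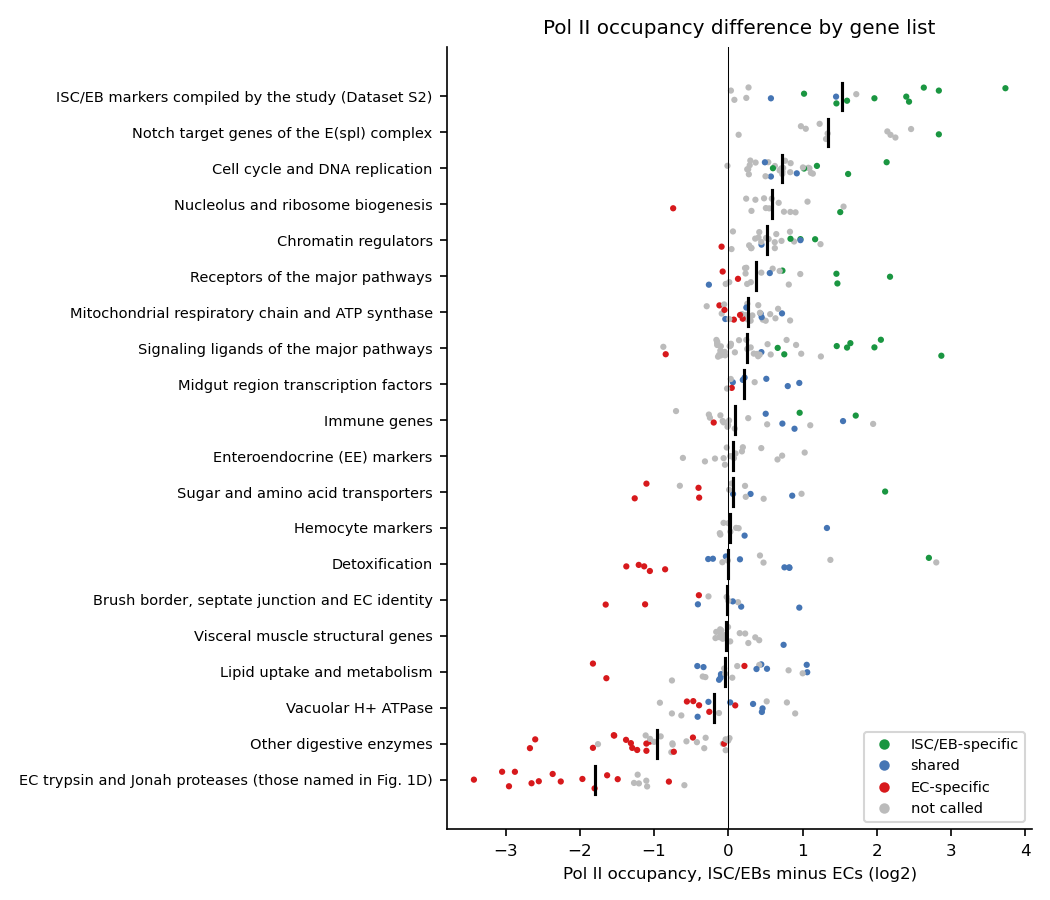
Difference in Pol II occupancy between ISC/EBs and ECs (log2, horizontal axis) for the genes of 20 lists. Each point is 1 gene, colored by its call, and black bars are medians, from 1.53 for the ISC/EB markers to -1.80 for the trypsin and Jonah proteases.

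Against 10000 random lists matched on occupancy and number of fragments, the median difference of the cell cycle list (0.73) lay at percentile 99.99 and that of the E(spl) list (1.34) above all of them. The medians of the other digestive enzymes (-0.95) lay below all of them, and those of the proton pump (-0.19) and lipid (-0.05) lists at percentiles 0.04 and 0.44. The chromatin list (0.53) lay at percentile 95.8 (99.2 after quantile normalization) and the transporters (0.06) at 10.5. None of 16 EE marker genes passed the resampling test, 1 of 16 visceral muscle genes was shared (Tm1), and 2 of 9 hemocyte markers were shared (crq and srp), and the numbers were the same when adjusted over the list alone. The FDR function of Dataset S1, which also calls genes in shuffled tracks, called the EE genes Phm (1.35 and 0.32), as ISC/EB-specific, and Dh31 (-0.03 and 0.58), as EC-specific. The medians of the EE (0.07) and hemocyte (0.03) lists lay at percentiles 65.6 and 60.6. That of the muscle list (-0.02) lay at percentile 1.12, on the same side as the digestive, proton pump and lipid lists, and at 0.10 after quantile normalization (-0.09) but 16.5 with unweighted means.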

As a further validation, we compiled a list of genes with known, ISC/EB-specific expression in the midgut based on antibody staining, in situ hybridization, or reporters (Dataset S2). Nine of these 16 genes were called as ISC/EB-specific, two were ISC/EB-enriched, four were below significant expression threshold, and only one was detected in both populations. These positive control results compare favorably to published profiles from cell isolation and RNA sequencing (RNA-seq) (10), and overall Spearman’s correlations of 0.58 (ISCs/EBs) and 0.53 (ECs) are observed with RNA-seq data (*SI Appendix*, Fig. S1 *C*–*F*). In addition, high-confidence hits from a genome-wide screen of ISC/EB regulators (11) are enriched in our expression dataset (*SI Appendix*, Fig. S1*G*).

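Of the 16 ISC/EB markers compiled by the study, 9 were ISC/EB-specific, 2 were shared and 5 were not called, with the same numbers when adjusted over the list alone. After esg, the largest differences were those of E(spl)mbeta-HLH, a Notch target gene (2.69 in ISC/EBs and -0.15 in ECs), mira (2.38 and -0.26), lea, listed as robo2 in the gene table (2.14 and -0.30), and lin-28 (2.50 and 0.10). The Notch ligand gene Dl (Delta) had 1.45 and -0.15, and its receptor gene N had 1.24 and -0.21. Pvf2, a PVR ligand gene, and the mitotic kinase gene polo were also ISC/EB-specific, at 1.71 and -0.26 and at 1.38 and 0.36.
With medians over fragments the ratio of ISC/EBs to ECs fell from 6.20 to 2.31 for mira, from 2.74 to 1.73 for N and from 2.03 to 1.26 for polo, and with fragments wholly inside the gene from 7.14 to 3.28 for E(spl)mbeta-HLH.
The shared markers were mew, an integrin gene (1.86 and 0.41), and cdc2, listed as Cdk1 (2.71 and 2.14). The difference of cdc2, 0.57, became -0.10 after quantile normalization of the tracks. The proneural gene sc had 1.59 in ISC/EBs and -0.13 in ECs and did not pass at 9 fragments (FDR = 0.0706). Pvr (0.49 and 0.25), Atac2 (0.19 and -0.08), upd1 (-0.09 and -0.12) and gig (-0.31 and -0.40) were not called in either population. The median difference of the 16 markers, 1.53, was above every one of 10000 matched random lists.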

### Identification of ISC/EB-Specific TFs.

ISCs and EBs are regulated by conserved developmental signaling pathways, which are used iteratively throughout development to perform distinct, context-dependent roles. The cell-type–specific transcriptional context is therefore important to determining the outcome of signaling events. While many of the extrinsic signals regulating ISC/EBs have been identified, less is known about the intrinsic, ISC/EB-specific TFs. Identifying these factors would allow a better understanding of the gene regulatory networks in ISC/EBs and profiling their targets may in turn be a means of identifying critical determinants of stem cell properties.

We compared our expression data to published lists of sequence-specific TFs in *Drosophila* from the FlyTF database (12). This identified 101 TFs with ISC/EB-specific expression at the FDR cut-off of 0.01 (Dataset S3). 

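The 100 of the 101 TFs in Dataset S3 that could be placed on the genome all had higher Pol II occupancy in ISC/EBs than in ECs (98 of 100 after quantile normalization of the tracks). Of these, 31 were ISC/EB-specific, none was shared or EC-specific and 69 were not called by the resampling test (99 ISC/EB-specific and 1 shared with the FDR function of Dataset S1). When adjusted over the list alone, 39 were ISC/EB-specific. The differences ranged from 3.89 for Sox21a to 0.30 for mip120 (0.64 in ISC/EBs and 0.34 in ECs). Among the 31 were fkh, a forkhead TF gene (1.88 and 0.30), the ecdysone receptor gene EcR (1.16 and 0.22), sd, which encodes the DNA-binding partner of Yorkie (1.11 and 0.24), and cic (1.32 and 0.16). Hr4, a nuclear receptor gene, had one of the smallest differences, at 0.44 and 0.12. The median difference was 0.92. The study chose these TFs from the same tracks, so neither the direction nor the count adjusted over the list alone is independent evidence. chn, which encodes charlatan, was not analysed here.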

The most highly ISC/EB-enriched TFs (based on fold-difference in average methylation) are shown in Table 1. This unbiased analysis identifies the two best-characterized ISC/EB TFs, escargot (6, 7) and scute (8), along with the circadian rhythm TF cycle, which regulates ISC proliferation (13), and the recently described regulator of ISC differentiation Sox21a (14–16). 

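The 11 TFs of Table 1 all had at least 1.51 (log2) more Pol II in ISC/EBs than in ECs. Sox21a, on chromosome 3L from 14103481 to 14108118 (Release 6), had the largest difference (3.89, a ratio of 14.8), followed by esg (3.73, a ratio of 13.3). The circadian TF gene cyc had an occupancy of 2.13 in ISC/EBs (ratio 4.69), and sc a ratio of 3.30. The ratio was 4.59 for zfh2, 4.27 for apt, 4.21 for CG11247, 4.04 for z, 3.41 for jumu, 3.20 for CG30403 and 2.85 for Sox100B. With medians over fragments the ratio of jumu was 1.09 and that of z 2.63, and with unweighted means 2.03 and 2.68. EC values were between -0.43 in Sox21a and 0.22 in CG30403, near the level of Dam alone.
Sox21a, esg, zfh2, apt, jumu and Sox100B were ISC/EB-specific at an FDR below 0.01. The others have 6 to 14 fragments and did not pass (FDR = 0.0201 for cyc, 0.0152 for z, 0.0175 for CG11247, 0.0706 for sc and 0.0738 for CG30403). When adjusted over the list alone, 9 of 11 were ISC/EB-specific, which is not independent evidence, since the study chose these TFs on the same tracks. Ratios are those of the deposited tracks, whose scale differs between the populations. With the ISC/EB track on the scale of Dataset S1, chosen after seeing the values, the ratio was 6.12 for Sox21a and 5.25 for esg, and the median difference of the 11 genes was 1.36. After quantile normalization the median difference of the 11 genes was 1.72, compared with 2.07 before.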

Other known regulators, such as charlatan (17), and signaling pathway effectors are also identified (Dataset S3). Most of the highly enriched factors have mammalian orthologs [identified using the *Drosophila* RNAi Screening Center Integrative Ortholog Prediction Tool (DIOPT) (18)] that have been implicated in mammalian stem cell fate or carcinogenesis (Table 1). We chose to focus on these, as conservation may imply importance to the conserved process of epithelial homeostasis.

**Table 1.** Stem/progenitor-expressed TFs

Factor	ISC+EB/EC	*Drosophila* midgut (Refs.)	Human ortholog	Mammalian epithelia (Ref.)
Sox21a	6.1	(14–16)	SOX21	(59)
esg	5.2	(1)	SNAI2	(60)
Zfh2	2.8		ZFHX3	(61)
cyc	2.7	(13)	ARNTL	(62)
z	2.6			
apt	2.6		FSBP	
CG11247	2.5		ZNF639	(63)
jumu	2.3		FOXN1	(64)
sc	2.2	(8)	ASCL2	(65)
CG30403	2.0			
Sox100B	2.0		SOX8/9	(66)

TFs (column 1) with FDR < 0.01 in ISC/EBs, >0.01 in ECs and at least twofold difference in POLII occupancy (column 2), and their closest human orthologs (column 4, from DIOPT). References highlight known roles in *Drosophila* (column 3) and mammals (column 5).

Escargot is specifically expressed in ISCs and EBs (1, 2) but the expression patterns of most of the other TFs have not been previously characterized. A Sox21a-GFP fosmid line crossed to an esg-lacZ reporter line showed expression of GFP exclusively in the esg^+^ cells (Fig. 2 *A* and *E*), consistent with recent reports (14–16). GFP protein trap lines for jumu and apontic and a GFP-tagged genomic BAC for Sox100B also showed expression of GFP almost exclusively in the esg^+^ cells (Fig. 2 *B–E*). Further characterization using markers of ISCs, EBs, and EE cells showed that all four factors are expressed in both ISCs and EBs and only jumu showed a small overlap with the EE population (Fig. 2 *F–H* and *SI Appendix*, Fig. S2 *A*–*C*). Both a Zfh2GAL4-enhancer trap driving expression of UAS-EGFP and a ZFh2 antibody specifically labeled small cells of the adult midgut, consistent with ISC/EB-specific expression (*SI Appendix*, Fig. S2 *D* and *E*). Significantly, of these factors only jumu was identified as ISC/EB-specific from previously published RNA-seq data (10).

**Fig. 2.**
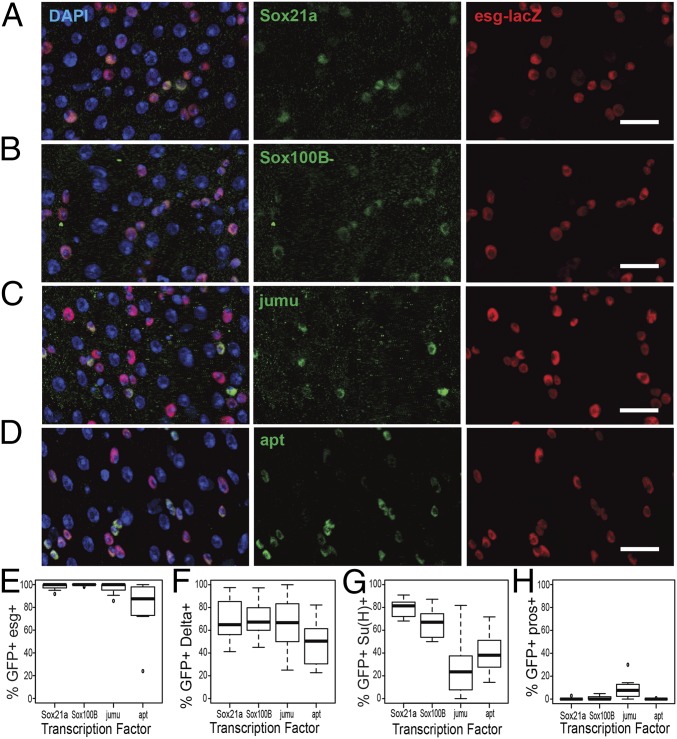
Expression of stem/progenitor-specific TFs. (*A*–*D*) Maximum projection *z*-stacks showing expression of conserved TFs in the midgut. Background signal was subtracted using the remove outliers function (Fiji) and brightness/contrast increased for clarity. DAPI (blue), esg-lacZ (red), and TF (green) for: (*A*) Sox21a-GFP–tagged fosmid, (*B*) Sox100B-GFP trap, (*C*) jumu-GFP protein trap, and (*D*) apt-GFP protein trap. (Scale bars, 20 μm.) (*E*–*G*) Quantification of TF reporter overlap with (*E*) esg-lacZ, (*n* ≥ 10 guts), (*F*) Delta-lacZ (*n* ≥ 9 guts), (*G*) Su(H)-lacZ (*n* ≥ 9 guts), and (*H*) prospero staining (*n* ≥ 7 guts).

We used RNAi to knock down each of these TFs with a temperature-inducible lineage-tracing system (19) to identify those that regulate ISC/EB fate. Knockdown of Sox21a resulted in a significant reduction in total cells labeled after 10 d and an absence of large labeled ECs (Fig. 3 *A* and *B*). The number of mitoses per midgut was also significantly reduced on Sox21a knockdown (*SI Appendix*, Fig. S3*A*). This is consistent with recent reports, suggesting that Sox21a is required for both proliferation and differentiation in the posterior midgut (14, 15). Significant increases in the number of labeled cells were observed for jumu, Sox100B, CG11247, and Zfh2 knockdown indicating increased cell production (Fig. 3). There was no significant difference in the proportion of EE cells within the labeled population in any condition, suggesting that while cell production may be increased or decreased the balance of differentiation is maintained (*SI Appendix*, Fig. S3*B*). Consistent with this, in two of the conditions where there is a significant increase in labeled cells (Sox100B and CG11247 RNAi) there is a proportional increase in the percentage of all EE cells that are labeled (*SI Appendix*, Fig. S3*C*).

**Fig. 3.**
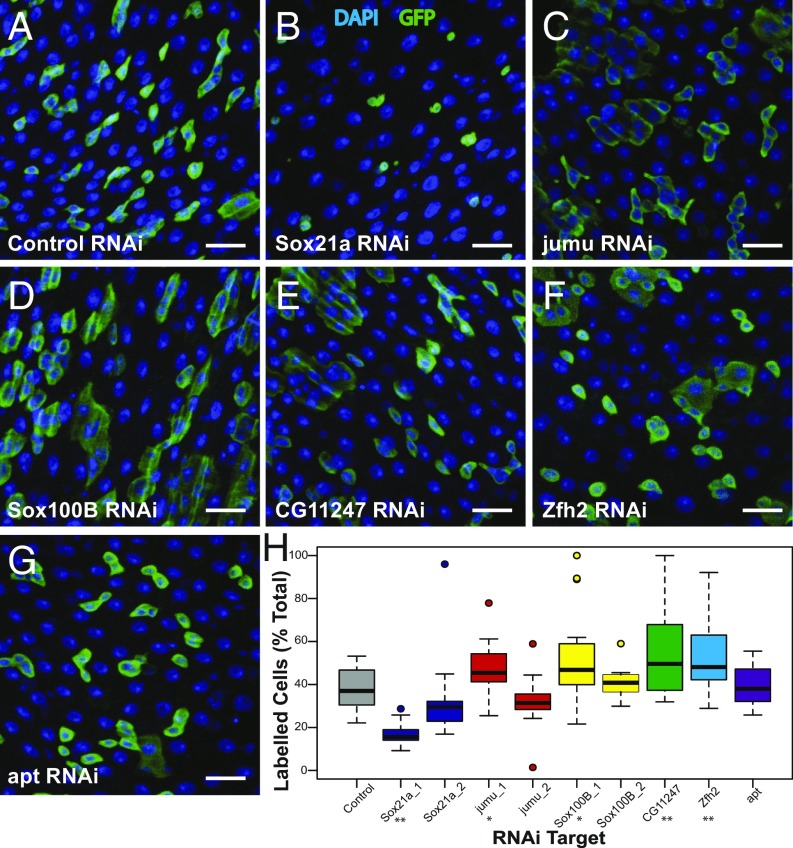
Function of stem/progenitor-specific TFs. (*A*–*G*) Representative projected *z*-stack images of TF RNAi lineage tracing at 10 d postinduction of labeling. DAPI (blue), GFP lineage marker (green). RNAi line as indicated in each panel. (Scale bars, 20 µm.) (*H*) Proportion of labeled cells in posterior midgut at 10 d of TF knockdown. At least 12 guts from at least 3 independent replicates were scored for each condition, *P < 0.05, **P < 0.01 in two-tailed Student’s *t* test.

### Integration of Cell-Type–Specific TF and Extrinsic Pathway Targets Identifies Critical Signaling Molecules.

Sox21a is expressed specifically in ISC/EB and is an important regulator of both differentiation and proliferation in homeostasis. 

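Sox21a binding was profiled by targeted DamID in ISC/EBs with a fusion of Dam and Sox21a. There were 3 samples with Dam-Sox21a and 3 with Dam alone. The authors averaged the log2 ratio of Dam-Sox21a to Dam over the samples into 1 track on the same 383654 GATC fragments as the Pol II tracks, and called peaks at an FDR below 0.01 on the averaged track. The caller is not given in the sources used here. The sequencing depth was not determined here, and no spread between samples can be computed from the averaged track. The deposited list holds 2769 peaks with a median length of 2418 bp, which together cover 8.15 Mb. Peak scores, which are the authors' own values on the log2 scale, run from 0.53 to 3.58.
DamID reads binding over GATC fragments, so a peak marks a region and not a binding site. A gene was counted here as a target when a peak overlapped its body by at least 1 bp, with gene coordinates of Release 6. Overlaps were compared with 1000 circular shifts of all peaks along each chromosome arm, and with 1000 random gene lists matched on the number of fragments, since long genes meet a peak more often.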

We reasoned that its targets would therefore have important roles in stem cell regulation and used targeted DamID to profile its binding sites in ISCs and EBs. 

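The highest Sox21a peak lay in Eip74EF, an ecdysone-induced TF gene, on chromosome 3L from 17603585 to 17610218 (score 3.58). The next lay in CG11050 (3.46), over parts of PGRP-LA and PGRP-LC, which encode peptidoglycan recognition proteins (3.41), in bun (3.39) and in drk, an adaptor gene of receptor tyrosine kinase signaling (3.26). Of the other peaks among the 10 highest, 1 overlapped Arms (3.24), 1 the TF gene Kr-h1 (3.19), 1 rudhira (3.19) and 1 Pat1 (3.16), and 1 on chromosome 3L overlapped no gene (3.21). Noncoding genes under the same peaks were asRNA:CR44724, lncRNA:CR9162, lncRNA:CR44773 and lncRNA:CR43832, and the peak in bun also covered CG43051 and snoRNA:CG43051-a.
The midpoint lay inside a gene body for 2294 of 2769 peaks (82.8%). After circular shifts of the peaks, the median share was 69.3%, with a highest value of 74.6%.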

Significant peaks (FDR < 0.01) were identified from the binding profile and were associated with genes where a binding peak overlapped the gene body. 

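Sox21a peaks overlapped 3095 of the 17791 genes with a fragment, and 587 genes had at least 2 peaks. The nuclear receptor gene Eip75B had 11 peaks, the most of any gene, and was named after its value was seen. bun had 9 peaks, the integrin gene mew 7 and N 5. Of the Dataset S3 TFs placed on the genome, 47 of 100 were targets, as were 14 of 20 receptor genes of the major pathways, including Egfr and dome. Of the digestive genes, 1 of 19 trypsin and Jonah proteases (Jon65Aiv) and 5 of 32 other enzymes (Mal-A1, Mal-A5, Mal-A6, Mal-A7 and Mal-A8) were targets, and of the genes of lipid uptake and metabolism 15 of 24. Of 19 detoxification genes 12 were targets, and none of 16 EE markers was. These shares were not compared with genes of matched length, and long genes meet a peak more often. Circular shifts of the peaks met a median of 2251 genes and at most 2593. With only the higher-scoring 1394 peaks, 1706 genes were targets, and 1658 when the larger part of a peak had to lie inside the gene.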

The 4,284 target genes identified are listed in Dataset S4. Of these genes, 776 were specifically expressed in ISC/EBs (Fig. 4*A*). 

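Sox21a peaks overlapped 452 of 561 ISC/EB-specific genes (80.6%) and 730 of 882 genes occupied by Pol II in both populations (82.8%). Of the EC-specific genes, 290 of 881 (32.9%) were targets, and of the genes not called in either population 1623 of 15467 (10.5%). Targets among the ISC/EB-specific genes included the receptor gene Egfr (Sox21a signal 0.98), the cyclin gene CycB (0.62) and the TRP channel gene pain (1.68). Shared targets included Hnf4 (1.85) and cad (1.34).
Circular shifts of the peaks met a median of 112 ISC/EB-specific genes (76 to 163 in 1000 shifts), and gene lists matched on fragments held a median of 148 targets (121 to 178). For EC-specific genes, the medians were 117 and 183, so their 290 targets also exceeded all 1000 draws of either kind. Targets among genes that were not called fell short of both (medians of 1858 and 2530). With the higher-scoring peaks alone, 294 ISC/EB-specific and 113 EC-specific genes were targets, and shifts of these peaks met at most 116 and 106. With the FDR function of Dataset S1, chosen after seeing the data, 705 of 1593 ISC/EB-specific genes (44.3%) were targets, still above all shifts, whereas the EC-specific targets, 116 of 1001 (11.6%), lay within the shifts (median 120, from 80 to 170). Across all genes, Sox21a signal followed Pol II occupancy in ISC/EBs (Spearman's rho = 0.780) more closely than in ECs (0.587). The relation with ISC/EBs also held among 14696 genes without a peak (rho = 0.696). More methylation of open or transcribed chromatin by any Dam fusion could give this, and its part in the overlaps was not tested. Genes are not independent replicates, and no p-value is given.

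**Figure D2:**
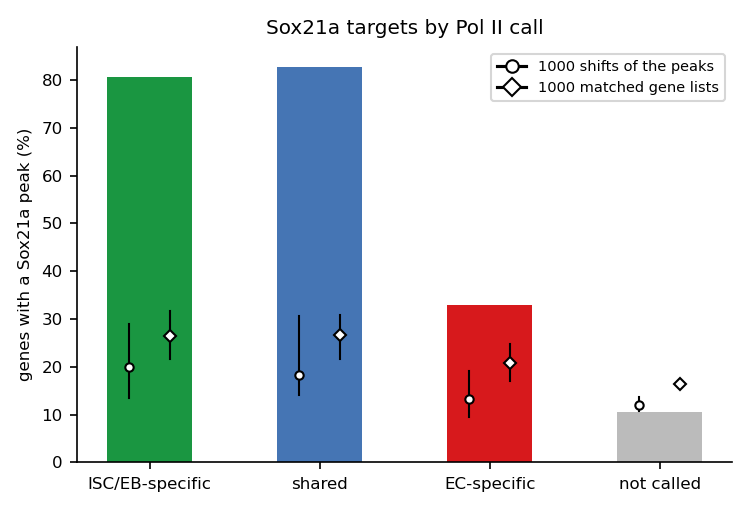
Share of genes with a Sox21a peak (bars, %) by Pol II call. Open circles and diamonds are the medians of 1000 circular shifts of the peaks and of 1000 gene lists matched on fragments, with lines from the lowest to the highest draw; the bars of ISC/EB-specific (80.6%) and shared genes (82.8%) stand above both.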

A recent study profiled the EGF pathway effector TF capicua (cic) in ISC/EB (20), and because EGF signaling has also been shown to regulate both proliferation and differentiation (20–23), we compared the targets to those of Sox21a. Strikingly, 76% (3,266 of 4,284) of Sox21a targets were also bound by cic; a substantial number of genes may therefore be coregulated by these two TFs and be excellent candidate regulators of stem cell fate (Fig. 4*A* and Dataset S4).

**Fig. 4.**
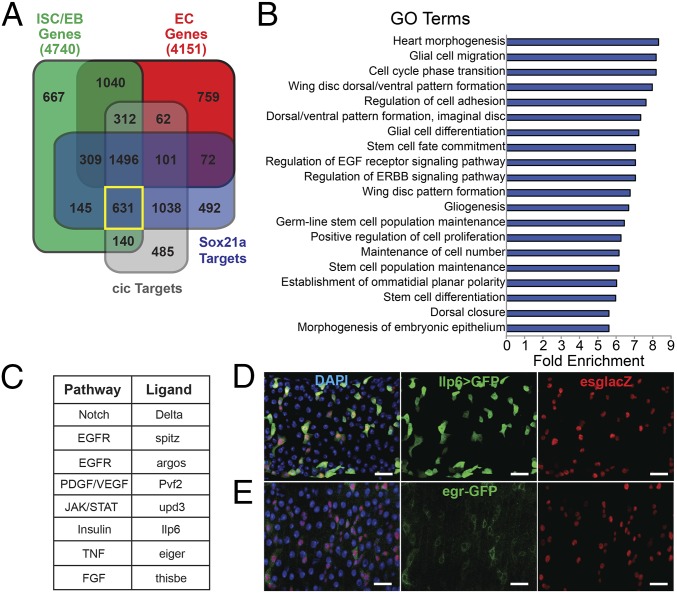
Stem/progenitor-specific TF profiling identifies ligands of major pathways. (*A*) Overlap of genes showing ISC/EB expression (green), EC expression (red), Sox21 binding (blue), and cic binding (gray). See Dataset S4 for gene lists. (*B*) GO terms enriched in the 631 genes specifically expressed in ISC/EBs and with regulatory regions bound by both Sox21a and cic. (*C*) Major developmental signaling pathway ligands specifically expressed in ISC/EBs and bound by both Sox21a and cic. (*D*) Expression of Ilp6 in ISC/EBs. DAPI (blue), EGFP driven by Ilp6-GAL4 (green), and esg-lacZ (red). (Scale bars, 20 µm.) (*E*) Expression of egr in ISC/EBs. DAPI (blue), egr-GFP protein trap (green), and esg-lacZ (red). (Scale bars, 20 µm.)

Of the genes, 631 showed ISC/EB-specific expression and were bound by both Sox21a and cic (Fig. 4*A*). GO analysis showed that this set is highly enriched for terms related to stem cells, the cell cycle, or proliferation and signaling (Fig. 4*B*), suggesting that integration of an intrinsic factor and extrinsic input are indeed suitable criteria to identify critical regulators. Almost all of the most highly enriched ISC/EB TFs (Fig. 2*A*) fall into this category and many signaling pathway components were also included.

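Sox21a peaks lay over 8 of the 11 TF genes of Table 1. zfh2 had 5 peaks and a mean Sox21a signal of 1.16 (log2 over Dam), esg and apt had 2 peaks each (1.90 and 1.39), and Sox21a, jumu, Sox100B, cyc and CG30403 had 1 each (2.34, 1.00, 0.65, 0.82 and 1.16). Sox21a is also the transgene locus of this experiment, and whether transgene DNA adds to its signal was not tested. No peak overlapped the bodies of sc, CG11247 and z, although the signal over sc (0.89) and CG11247 (0.88) exceeded that over cyc, and z was at -0.11. Among receptor genes of the major pathways, Egfr, N, dome and fz2 were ISC/EB-specific. Egfr had an occupancy of 1.91 in ISC/EBs and -0.27 in ECs and 2 Sox21a peaks. dome, which encodes the receptor of the upd cytokines, had 1.67 and 0.20 and 1 peak. Of 20 receptor genes, 2 were shared, 2 were EC-specific and 12 were not called (4 ISC/EB-specific, 3 shared and 1 EC-specific when adjusted over the list alone), and their median difference, 0.37, lay at percentile 64.2 of matched random lists. cic binding was not analysed here.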

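Genes of ligands from several pathways had more Pol II in ISC/EBs than in ECs and carried Sox21a peaks. Of 41 ligand genes of the major pathways, 8 were ISC/EB-specific, 1 was shared, 1 was EC-specific and 31 were not called (9 ISC/EB-specific when adjusted over the list alone). The ISC/EB-specific genes were Ilp6 of insulin signaling, egr of TNF signaling, Pvf1 and Pvf2 of PVR signaling, spi and the EGFR antagonist gene aos, the Notch ligand gene Dl (Delta) and hh. The lowest of their ISC/EB values was 1.14, for hh. spi, on chromosome 2L from 19567900 to 19577315 (Release 6), had 1.93 and 0.29, and aos 1.30 and -0.16. daw, of activin signaling, was EC-specific at 0.60 in ISC/EBs and 1.44 in ECs. The shared ligand gene was pyr (1.61 and 1.17), which encodes an FGF.
The 8 ligands of Fig. 4C all had a Sox21a peak over the gene and a higher value in ISC/EBs, and 6 were ISC/EB-specific, also when adjusted over the list alone (7 with the FDR function of Dataset S1, which placed egr among the shared genes). The study picked these 8 on the same tracks. upd3 had 0.83 in ISC/EBs and 0.04 in ECs (FDR = 0.120 in ISC/EBs), and ths an FDR of 0.146 in ISC/EBs, so neither passed. Of all 41 ligand genes, 15 had a Sox21a peak. The median difference of the 41 genes, 0.25, lay at percentile 90.0 among 10000 matched random lists (99.2 with unweighted means), but after quantile normalization of the tracks it was 0.02, at percentile 74.7.

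**Figure D3:**
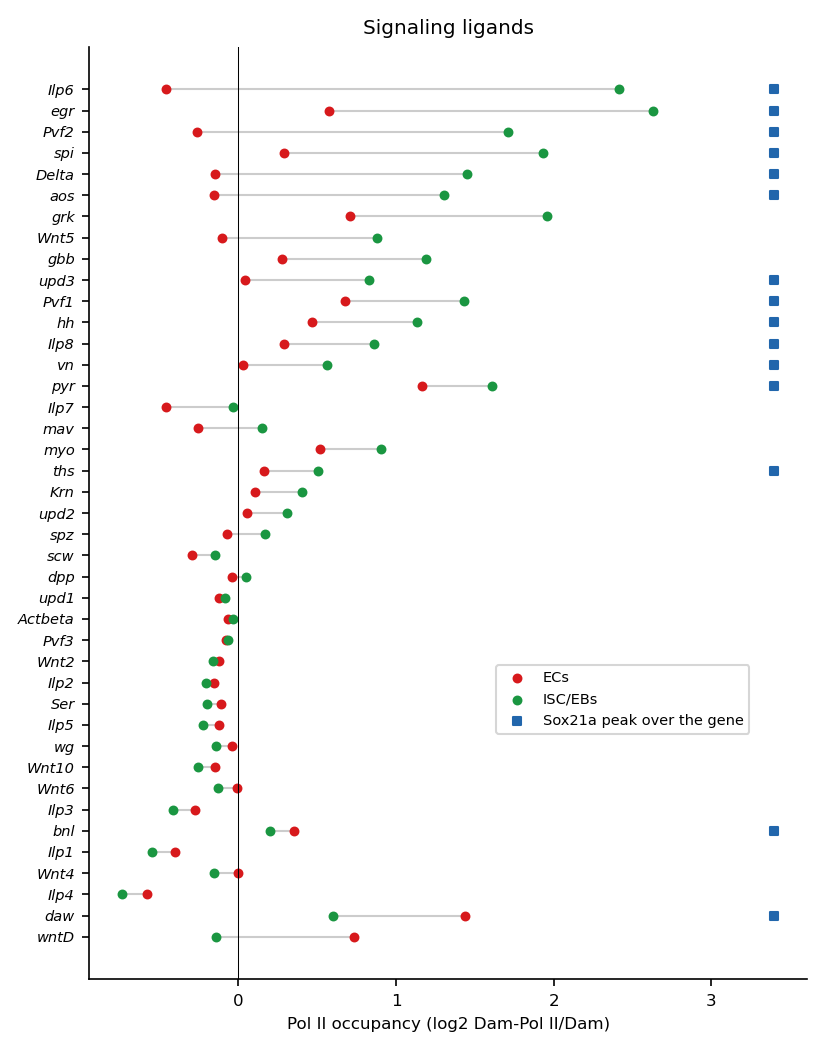
Pol II occupancy of 41 ligand genes (log2 Dam-Pol II/Dam, horizontal axis) in ISC/EBs (green) and ECs (red), ordered by the difference. Blue squares mark genes with a Sox21a peak; the 8 ISC/EB-specific genes lie in the upper part, and daw and wntD lie at the EC end.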

We noted that at least one ligand of most major signaling pathways showed ISC/EB-specific expression and was bound by both Sox21a and cic (Fig. 4*C*). Whole-gut qPCR showed changes in expression of most of these factors in response to either Sox21a overexpression or knockdown, Ras overexpression, or both (*SI Appendix*, Fig. S4 *I* and *J*), consistent with direct regulation, but the lack of cell-type specificity means indirect effects cannot be ruled out. Some of these ligands had been previously implicated in epithelial homeostasis and have known ISC/EB expression: the Notch ligand Delta regulates differentiation (24); Pvf2 is an autocrine factor that promotes ISC maintenance (25); and spitz regulates proliferation (21). The cytokine upd3 is known to regulate ISC homeostasis in response to damage (19, 26). In normal homeostasis it has been described as having expression predominantly in ECs, but we also observe sporadic expression in some small ISC/EBs (*SI Appendix*, Fig. S4*J*); expression is therefore broader than DamID suggests. In addition, three other major pathway ligands—Ilp6, eiger (egr), and thisbe—also follow the same pattern of ISC/EB expression and integration of regulation. 

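Ilp6 and egr had high Pol II occupancy in ISC/EBs, and ths had little in either population. Ilp6, on chromosome X from 2331493 to 2334658 (Release 6), had 2.41 in ISC/EBs (FDR = 0.00145) and -0.46 in ECs, and its mean Sox21a signal was 2.14. egr, on chromosome 2R from 10078366 to 10084210, had 2.63 in ISC/EBs and 0.57 in ECs (FDR = 0.115), with a Sox21a signal of 1.91. The FDR function of Dataset S1 called egr in both populations and ths in ISC/EBs alone. The EC signal of egr was highest at the low-coordinate end of the gene and extended beyond it. ths, which encodes an FGF, spans 151 fragments on chromosome 2R from 11756817 to 11814424, had 0.51 and 0.16 and carried 3 Sox21a peaks (Sox21a signal 0.62). The ISC/EB excess of ths, 0.34, was at percentile 65.4 among genes with similar numbers of fragments, whereas those of Ilp6 and egr (2.06) were at 99.9 and 99.4. Ilp6 was overlapped by 2 peaks, with scores of 2.77 and 2.38, and egr by 1 peak from 10077098 to 10083426, with a score of 2.78.

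**Figure D4:**
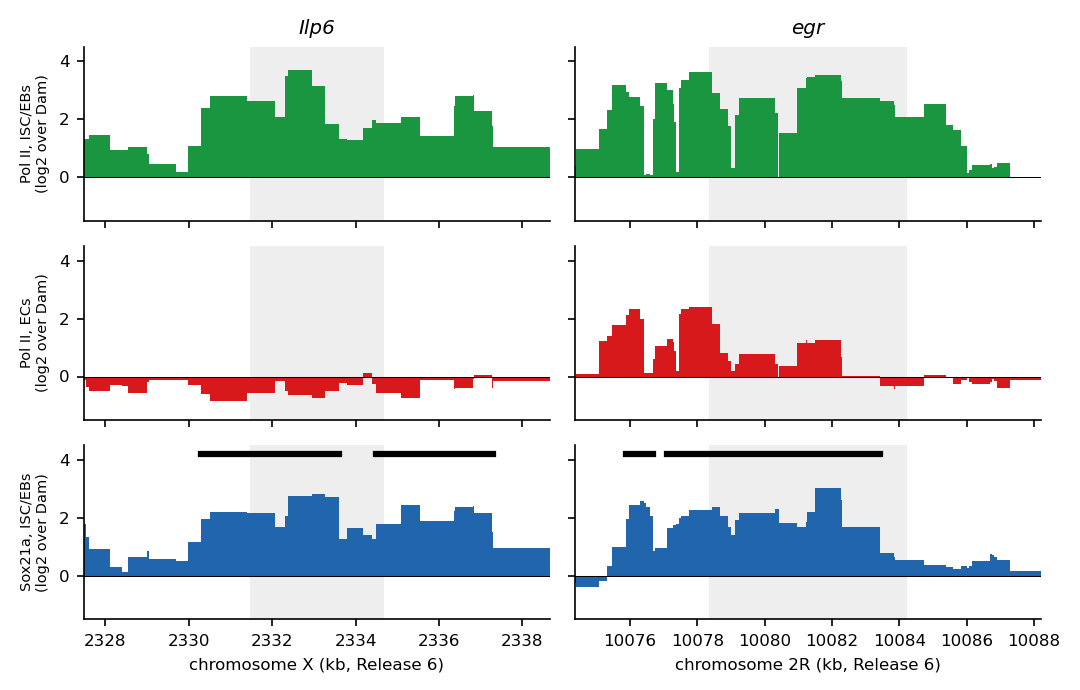
Pol II signal in ISC/EBs (green) and ECs (red) and Sox21a signal in ISC/EBs (blue) at Ilp6 and egr, as log2 over Dam per GATC fragment along the chromosome (kb). Gray shading marks the gene and black bars the Sox21a peaks; at Ilp6 the Pol II signal is high in ISC/EBs alone (means of 2.41 and -0.46), and at egr lower in ECs (2.63 and 0.57).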

We validated the expression of the first two of these in ISC/EBs using an Ilp6-GAL4 line (27) driving UAS-EGFP (Fig. 4*E*) and an egr-GFP protein trap (28), and found near complete overlap with esg-lacZ. Of the Ilp6^+^ cells, 97.5 ± 4.7% (mean ± SD), and of the egr^+^ cells, 94.5 ± 6.3% were also esg-lacZ^+^ (*SI Appendix*, Fig. S4 *G* and *H*). Reciprocally, 85.9 ± 14.4% of all esg^+^ cells were Ilp6^+^, suggesting expression in both ISCs and EBs, and we observe Ilp6 expression in both of these cell types (*SI Appendix*, Fig. S4 *A* and *B*). The percentage of esg^+^ cells that were also egr^+^ was lower and more variable (48.4 ± 27%), which could indicate expression in either ISCs or EBs, but significant expression was seen in both cell types (*SI Appendix*, Figs. S4 *D*, *E*, and *H*). These results suggest that egr is expressed either in a subset of ISCs and EBs or has variable expression levels, depending on the local environment. Neither Ilp6 nor egr showed significant expression in prospero^+^ EE cells (*SI Appendix*, Fig. S4 *C* and *F*–*H*).

### Ilp6 and egr Are ISC/EB-Derived Regulators of Epithelial Homeostasis.

The insulin signaling pathway has been shown to positively regulate stem cell proliferation, EB differentiation (29), and feeding-driven expansion of the young gut (30). However, the only insulin ligand known to function in the gut is Ilp3, which is expressed in the surrounding visceral muscle (30). Because insulin pathway activation in ISC/EB drives proliferation and differentiation, we hypothesized that Ilp6 may be an autocrine factor promoting proliferation and differentiation. However, knockdown of Ilp6 by RNAi resulted in increased proliferation and differentiation (Fig. 5 *A–C* and *SI Appendix*, Fig. S5*A*). In addition, overexpression reduced both the total labeled cell number and the proportion of labeled cells that expressed an EE marker in a lineage-tracing experiment (Fig. 5 *D*, *E*, *G*, and *H*). Ilp6 is an insulin receptor agonist but has been shown in other contexts to work in opposition to the major circulating Ilps (31, 32). On starvation, Ilp6 is induced in the fat body and acts on the insulin-producing cells to down-regulate Ilp2 and Ilp5. To test whether a similar mechanism may function in the gut, we performed whole-gut qPCR for Ilp3 when Ilp6 is knocked down specifically in ISC/EBs. Consistent with a negative feedback role, we found that Ilp3 was up-regulated upon Ilp6 knockdown (*SI Appendix*, Fig. S5*E*). Additional studies will be needed to determine the mechanism of this regulation and address the interesting question of how different Ilps can have opposing effects.

**Fig. 5.**
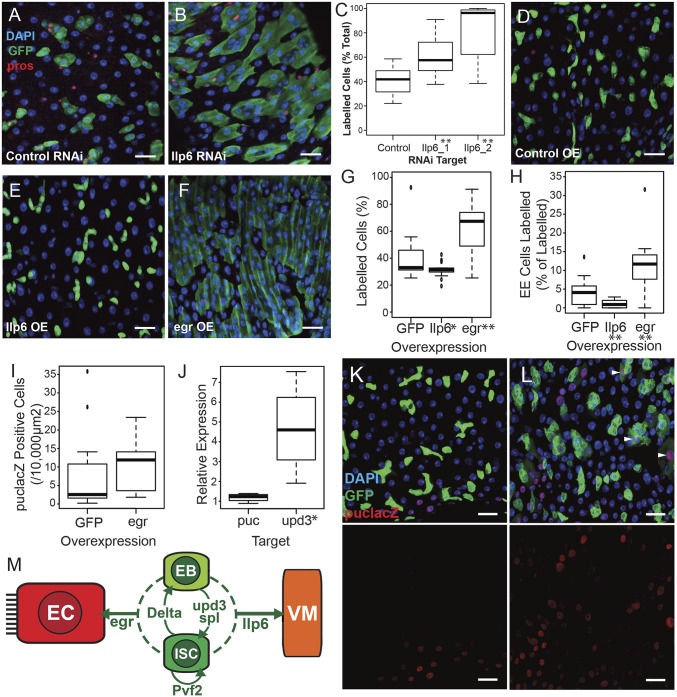
Ilp6 and egr regulate epithelial homeostasis. (*A*–*C*) Knockdown of Ilp6 increases tissue turnover. Lineage tracing (GFP, green) shows a significant increase in cell production on Ilp6 knockdown (*B*) compared with control luciferase RNAi (*A*) (blue is DAPI, red is EE marker prospero) as quantified in *C* (*n* ≥ 17 guts, **P < 0.01 in two tailed Student’s *t* test). (Scale bars, 20 µm.) (*D*–*H*) Overexpression of egr increases epithelial turnover. Overexpression of egr (*F*) increases cell production compared with control RNAi (*D*) and Ilp6 overexpression (*E*), quantification in *G* (*n* ≥ 15 guts, *P < 0.05, **P < 0.01 in two tailed Student’s *t* test). EE cell production is reduced on Ilp6 overexpression (*E*) and increased on egr overexpression (*F*) as quantified in *H* (*n* ≥ 15 guts, **P < 0.01 in two tailed Student’s’ *t* test). (Colors and scale bars as in *A* and *B*.) (*I*, *K*, and *L*) egr overexpression affects the expression of a puc-lacZ reporter (red), particularly inducing expression in GFP^+^ cells (white arrowheads). DAPI is blue, GFP driven by esg-GAL4 is green. (Scale bar: 20 µm.) (*J*) egr overexpression increases whole-gut expression of cytokine ligand upd3 by qPCR. *P < 0.05. (*M*) Schematic of known ISC/EB-derived signals (for references, see main text) showing ISCs (dark green), EBs (light green), ECs (red), and visceral muscle (VM, orange). Arrows indicate known (solid lines) or proposed (dashed lines) target cell types.

In contrast to Ilp6, overexpression of egr resulted in a significant increase in tissue turnover (Fig. 5 *D* and *F*), with both the total number of cells produced (Fig. 5*G*) and number of differentiated cells produced (Fig. 5*H*) significantly increased. Knockdown of egr had no significant effect on the rate of cell production but may impact upon differentiation rate (*SI Appendix*, Fig. S5 *A* and *F*). Because egr is a ligand for the JNK signaling pathway, we examined the expression of the JNK reporter, puc-lacZ, on ISC/EB overexpression of egr (Fig. 5 *I* and *J*). In normal homeostasis, puc-lacZ expression is usually seen in small numbers of large ECs in the posterior midgut. Overexpression of egr increased the average number of puc-lacZ^+^ cells per area of the posterior midgut (Fig. 5 *I–K*). In particular, the majority of wild-type gut images contained no puc-lacZ^+^ cells within the esg > GFP population (7 of 11), whereas almost all images of egr overexpression guts contained double positives (9 of 10) (*P* < 0.05, χ^2^ test). Many of these cells have relatively faint GFP expression, consistent with perdurance into newly differentiated ECs, suggesting that egr may activate JNK signaling in differentiating EBs and newly generated ECs. Whole midgut qPCR upon egr overexpression did not show up-regulation of puc RNA, which may be due to the increased sensitivity of accumulating stable β-gal or regional differences in the gut. Previous studies have only shown a small increase in puc expression by qPCR even in damaged gut (19). We do, however, see an increase in expression of the cytokine ligand Upd3, which has been shown to be a target of JNK signaling in the ECs (Fig. 5*L*).

## Discussion

### Transcriptional Regulation of Epithelial Stem Cells.

The regulation of stem cell fate depends on the integration of autonomous intrinsic factors and extrinsic signals at the transcriptional level. We have used targeted DamID to profile ISC/EB-specific gene expression and identify a set of TFs whose function may be conserved to mammalian stem cell systems. Further exploration of the transcriptional network downstream of these factors may therefore prove useful in understanding intrinsic stem cell regulation across a range of systems. We characterized the targets of one critical regulator, Sox21a, and, by overlapping its targets with those of an extrinsic signal and our expression data, have been able to identify a set of genes highly enriched for regulators of stem cell fate. Our genome-wide datasets constitute a robust resource for future work; for example, Kim et al. (33) used our datasets to focus screens on expressed genes.

### Insulin-Like Factors and TNF Ligands in Stem Cell Niches.

We identify a set of ligands for the major homeostatic signaling pathways that are expressed in the ISC/EBs and have their regulatory regions bound by both Sox21a and cic. Some of these have already been characterized in the midgut but we identified two previously uncharacterized ligands, the insulin-like protein Ilp6 and the TNF ligand egr. Insulin signaling, in the form of visceral muscle Ilp3 downstream of systemic Ilp2 has previously been shown to positively regulate both EB differentiation and ISC proliferation (17, 29, 30, 34). Strikingly, the ISC/EB-derived Ilp6 acts as a negative regulator of tissue turnover, working in opposition to the Ilp3 niche signal. A similar Ilp6 negative feedback loop functions between the fat body and insulin-producing cells on starvation, with Ilp6 repressing the expression of Ilp2 and Ilp5 and, hence, organism-wide insulin signaling (31). Additional work will be required to establish how Ilp6, which functions as a positive insulin receptor ligand (27, 35), is able to function in this way without triggering autocrine insulin pathway activity.

One possible explanation may be differences between Ilp6 and Ilp3 in receptor binding affinity or strength of activation upon binding. Alternatively, reciprocal regulation between the different Ilps and compensatory up-regulation of other Ilps, as has been observed in other systems (36, 37), may result in a higher level of total Ilps when Ilp6 is knocked down. Another possibility is that Ilp binding proteins may influence the local activity or range of the Ilps in the gut. For example, Impl2, which is highly up-regulated in Yki gut tumors (38), is expressed by ISC/EBs (Dataset S1). 

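ImpL2, on chromosome 3L from 4224006 to 4236147 (Release 6), encodes a secreted protein that binds insulin-like peptides. Its Pol II occupancy was 1.03 in ISC/EBs (FDR = 0.00162 by resampling of fragments) and 0.20 in ECs (FDR = 0.617), so it was called in ISC/EBs alone. The difference, 0.83, was at percentile 74.9 among 10000 draws of genes matched on occupancy and number of fragments, and at 89.5 among genes matched on fragments alone. ImpL2 had 68 fragments, 1 Sox21a peak and a mean Sox21a signal of 0.96. The difference was 0.52 after quantile normalization of the tracks.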

The affinity of Impl2 for Ilp6 has not been tested, but some evidence suggests that while Impl2 binds Ilp2 and Ilp5, it may not bind Ilp3 (39). Coexpression of Impl2 may therefore differentially affect the function or range of Ilp6 and Ilp3.

TNF signaling had not previously been implicated in homeostasis of the *Drosophila* midgut, but the downstream JNK pathway plays an important role in ECs in response to a range of stress signals. egr expression is up-regulated in response to ISC/EB Ras overexpression and promotes turnover through feed-forward signaling to differentiated ECs. In mammalian intestinal epithelium, tumor necrosis factors play a range of roles (40) and the receptor TNFR2 is involved in hyperplasia and chronic inflammation (41). The closest mammalian ortholog of egr, EDA, is an important regulator of epidermal appendage development (42, 43), suggesting some functional conservation of TNF signaling in mammalian epithelia. Similarly, insulin-like growth factors play important roles in the regulation of mammalian colon stem cells in normal homeostasis, colorectal cancer, and diabetic enteropathy (44–46).

### Stem and Progenitor Cells as Active Contributors to and Regulators of the Niche.

Since the proposal of the niche concept in the hematopoietic system (47), stem cell niches have been characterized in a range of tissues, from *Drosophila* to mammals. Epithelial stem and progenitor cells of the mammalian hair follicles and intestinal crypts, and stem cells of the *Drosophila* germline and midgut, are precisely regulated by signals from the local microenvironment to meet the needs of the tissue (48–51). We have found that in the *Drosophila* midgut the ISCs and their differentiating EB daughter cells not only receive signals from the surrounding cells that constitute their niche, but are themselves major sources of signals for many pathways (Fig. 5*M*). This provides a mechanism whereby the stem cells may actively feed back or forward to fine-tune the signaling balance and respond rapidly to challenges. Indeed, manipulation of ISC/EB ligand levels impacts the expression of ligands from the surrounding cells that form the niche. Many of these ligands are also expressed in other tissues and further work will be needed to understand the relative contributions that ligands from more distant sources may make.

Recent studies on mammalian airway stem cells have suggested that such stem/progenitor-derived signals may play an underappreciated role in tissue homeostasis (52, 53). Autocrine signals from stem cells have been identified as critical stem cell regulators in a range of systems, including Wnt ligands and antagonists in mammalian interfollicular epidermis (54) and Pvf2 in *Drosophila* ISCs (25). Signals from stem cells to regulate the niche have been identified in both *Drosophila* and *Caenorhabditis elegans* germlines (55, 56). The ability of stem cells to contribute substantially to their own niche has significant implications for tumorigenesis as misregulation could be a means to drive overgrowth. Similarly, in the context of metastasis, colonization of new niches can involve instructive signals from tumor cells to remodel or reprogram signaling in their new metastatic niches (57, 58).

Our findings suggest that just as the tissue is maintained in a dynamic state of homeostatic turnover, the local signaling microenvironment is likely highly dynamic, incorporating stem cell responses to extrinsic signals. Further studies that allow the spatiotemporal dynamics of signaling pathway activation and ligand expression will be important to dissect the relationships that maintain a balanced signaling state and to understand how these may be perturbed in cancer development and progression.

## Materials and Methods

Detailed materials and methods, including fly stocks and crosses, cloning and transgenic fly generation, staining and imaging, qRT-PCR, and targeted DamID experiments and analysis are included in *SI Appendix*. Sequencing files are available from the Gene Expression Omnibus (accession no. GSE101814).

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

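Targeted DamID was done in adult midguts of Drosophila. The series holds 14 samples. Dam-Pol II and Dam alone were expressed in ISC/EBs under the esg driver and in ECs under the Myo1A driver, with 2 samples each, and Dam-Sox21a and its Dam control were expressed in ISC/EBs, with 3 samples each. DNA was cut at methylated GATC sites, amplified and sequenced. The authors computed the log2 ratio of the Dam fusion to Dam alone for every GATC fragment and deposited 1 track per experiment, averaged over samples. The authors also deposited Sox21a peaks at an FDR below 0.01, each with a score on the log2 scale. The aligner, the normalization between libraries and the peak caller are not given in the sources used here. The sequencing files and counts were not used here, so the depth per sample was not determined, no interval is given, and no spread between samples was computed.

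The tracks share 383654 fragments (mean length 358 bp). Gene coordinates came from the Release 6 gene table, which has no strand or exons. The build was checked against the copy of Dataset S1 used here, the first 1999 of 5734 rows, sorted by the FDR in ECs. Of these rows, 1985 matched a gene, 99.1% of them with the same number of fragments, and 99.3% of EC values lay within 0.01. No overlap or enrichment was computed on this part of the dataset.

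Gene occupancy was the mean log2 ratio over the fragments of a gene, weighted by the length of each fragment inside it. The p-value of a gene was the share of 100000 random sets of as many fragments of the same track with a length-weighted mean at least as high (one-sided), adjusted by the Benjamini-Hochberg method over 17791 genes, with an FDR threshold of 0.01. Specific genes passed in one track and not in the other. Differences are ISC/EB minus EC, without a test. Gene lists were fixed before the deposited tracks were examined. The values of the paper's Table 1 and Datasets S1 and S2, which come from the same experiments, had been seen by then. Each median difference was placed among 10000 random lists matched on mean occupancy (10 bins) and fragment number (5 bins). Sox21a targets were compared with 1000 circular shifts of the peaks and 1000 gene lists matched in 20 bins of fragment number. Ser8, amon, Sglt1 and chn had no matched position and were not analysed here.

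The gene means and the resampling test were tested on simulated data. Gene means were equal to a direct computation in all of 200 genes. For the test, track values were shuffled and 200 or 2000 genes with at least 5 fragments were raised by 1.0 or 2.0 (log2). The first version shuffled values among all fragments and recovered none of 200 raised genes from ISC/EB values. It can place a high value on 1 of the 7 fragments longer than 20 kb, which lie near 0 in the real tracks and dominate a length-weighted mean. With 2000 genes raised, this version recovered 19.6% (raised by 2.0) and 1.3% (raised by 1.0) from ISC/EB values and 42.3% and 7.9% from EC values. The second version shuffled values among fragments of similar length (50 bins). With 2000 genes raised, it recovered 45.0% and 11.8% from ISC/EB values and 68.4% and 17.7% from EC values, and with 200 genes raised, 48.0% and 23.0% and 66.0% and 23.0%. At most 1 unchanged gene was called in any simulation. The test missed many raised genes, so a gene that is not called is not shown to be silent. Shuffled values lack the correlation of neighboring fragments, which the real tracks have and the test does not model. The simulations therefore cannot show how many false calls the test makes in the real tracks.

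Genes named in the text were every gene the paper names for these experiments, the 10 largest differences in each direction among specific genes with at least 5 fragments, the 2 members at each end of every list, the genes under the 10 highest Sox21a peaks, and the driver and transgene loci. The values of the paper's tables had been seen when this rule was written. Other members of a list are named where the text describes that list, and were chosen after their values were seen. Other settings changed the FDR threshold, the null, the weights, the fragments and genes included, the scaling of the tracks, the peak threshold and the overlap that counts. A search for the SOX motif and a split of peaks by promoter, exon and intron need a genome sequence and gene models, which were not used here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.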

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

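The FDR function of Dataset S1, unadjusted p-values, whole-fragment weights, the scale of Dataset S1 and the extension by 1 kb on both sides were chosen after seeing the data, as was the use of other call settings for the Sox21a overlap, apart from protein-coding genes and consecutive fragments; all other alternatives were set before. No paired analysis was possible because the deposited tracks are averages over the samples, although the labels share replicate numbers; for the same reason no replicate was left out. The planned motif search, the promoter widths and the extension by 1 kb upstream were not run, since no sequence, strand or exons were used here. The depth of the samples was not determined here, so its limit on these results is unknown. Where a value moved, the cause was not tested.

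The number of genes occupied in ISC/EBs (1443) and ECs (1763) was 2585 and 2727 at an FDR below 0.05, 791 and 1015 at 0.001, 3045 and 2894 with unweighted means, 2851 and 2895 at an unadjusted p under 0.01, and 4770 and 4178 with the FDR function of Dataset S1. With runs of consecutive fragments as the null it was 0 and 0, with 1456 and 1714 genes at an unadjusted p under 0.05. That null was drawn from the whole track, occupied genes included, so few calls were possible. It also keeps the correlation of neighboring fragments, which the main null lacks, and how much each contributes was not tested. The remaining settings stayed within 1.5 times. ISC/EB-specific, shared and EC-specific genes (561, 882 and 881) numbered 922, 1663 and 1064 at 0.05, 360, 431 and 584 at 0.001, 1152, 1893 and 1001 unweighted, 1023, 1828 and 1067 at an unadjusted p under 0.01, 1593, 3177 and 1001 with the function of Dataset S1, and 0 in each class with consecutive fragments. When specific meant a gap of at least 1 (log2), 1541 genes were shared and 301 EC-specific. The share of shared genes higher in ISC/EBs (88.8%) was 85.3% unweighted, 76.9% with medians over fragments, 46.6% after quantile normalization and 27.1% on the scale of Dataset S1. The median difference of all genes was 0.15, -0.01 after quantile normalization and 0.03 on the scale of Dataset S1.

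The number of lists in the lowest 2.5% of matched lists was 5 with unweighted means, against 8. The median difference of visceral muscle genes (-0.02) became 0.0150 unweighted, that of detoxification genes (-0.01) became 0.0178 with medians over fragments, and that of respiratory chain genes (0.26) became -0.34 after quantile normalization and -0.37 on the scale of Dataset S1. The ratio of cdc2 (1.49) became 0.934 and 0.744 under the same 2 settings. Sox21a targets (3095) numbered 1706 with the higher-scoring peaks and 1658 when the larger part of a peak had to lie inside the gene; ISC/EB-specific targets (452) numbered 294 with the higher-scoring peaks, 705 with the FDR function of Dataset S1 and 0 with consecutive fragments. EC-specific targets (290) numbered 113 with the higher-scoring peaks, 163 when the larger part of a peak had to lie inside the gene and 116 with the FDR function, and only the last lay within the circular shifts. Targets among genes that were not called fell short of all shifts except with the extension by 1 kb (2264, against a median of 2333). The share of peak midpoints in genes (82.8%) was 84.9% with the higher-scoring peaks. Spearman's rho of Sox21a with ISC/EB Pol II signal (0.780) was 0.773 with unweighted means and 0.784 in genes with at least 5 fragments. Medians that did not stand apart from matched lists also changed sign. That of region TFs (0.21) became -0.04 and that of immune genes (0.09) -0.02 after quantile normalization. That of hemocyte markers (0.03) became -0.01 with medians over fragments and -0.0030 after quantile normalization, and that of transporters (0.06) became -0.06 and -0.15 under the same 2 settings and -0.09 on the scale of Dataset S1.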

Differences from the paper's values

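The paper reports 4740 genes expressed in ISC/EBs and 4151 in ECs at an FDR below 0.01, and the resampling test gave 1443 and 1763 at the same threshold. Among the alternatives set before the data were examined, unweighted means (3045 and 2894) came within 1.5 times of the paper's count for ECs and not for ISC/EBs, an FDR below 0.05 gave 2585 and 2727, and none reached the ISC/EB count. The paper reports 1583 ISC/EB-specific genes, against 561; unweighted means (1152) came within 1.5 times, and no other alternative set before did. An FDR function fitted to the values in Dataset S1, chosen after seeing the values, gave 4770, 4178 and 1593, and an unadjusted p under 0.01, also chosen after seeing the values, gave 2895 genes in ECs. How many of the paper's genes the function drops cannot be counted over the first 1999 of 5734 genes of Dataset S1.

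The paper reports 4284 Sox21a target genes, and 3095 were found here with the deposited peaks, within 1.5 times of that number. Of targets specific to ISC/EBs the paper reports 776, against 452. The alternatives set for this overlap before the data were examined (peak threshold, part of the peak inside the gene, protein-coding genes, consecutive fragments as the null) did not come within 1.5 times. Settings applied to it after seeing the values did so with 582 at an FDR below 0.05, 648 with unweighted means, 615 at an unadjusted p under 0.01 and 705 with the same function. The paper lists 101 ISC/EB-specific TFs, of which 100 were measured and 31 called. No alternative set before for these TFs came within 1.5 times. The function of Dataset S1, chosen after seeing the values, called 99 and dropped CG12744, which it placed among the shared genes. It also placed egr among the shared genes, a ligand that the paper counts as specific to ISC/EBs; the resampling test called egr ISC/EB-specific.

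In the part of Dataset S1 used here, 99.3% of the ISC/EB values of matched genes lay within 0.01 of the deposited track multiplied by 0.631. This scale, chosen after seeing the values, brings every ratio below within 1.5 times of the paper's. It leaves the calls within each track as they are. For TFs of Table 1 the ratio of ISC/EBs to ECs was 14.8 for Sox21a (the paper's value is 6.1), 13.3 for esg (5.2), 4.59 for zfh2 (2.8), 4.69 for cyc (2.7), 4.04 for z (2.6), 4.27 for apt (2.6), 4.21 for CG11247 (2.5), 3.30 for sc (2.2) and 3.20 for CG30403 (2.0). For markers of Dataset S2 it was 13.3 for esg (the paper's value is 5.25), 3.30 for sc (2.20), 7.14 for E(spl)mbeta-HLH (3.59), 6.20 for mira (3.38), 5.40 for lea (3.13), 5.27 for lin-28 (2.78), 3.91 for Pvf2 (2.53), 2.74 for mew (1.70) and 1.49 for cdc2 (0.744).

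Of the alternatives set before, quantile normalization brought all of these ratios within 1.5 times except those of Sox21a, esg and E(spl)mbeta-HLH. Unweighted means did so for z, sc, CG30403, E(spl)mbeta-HLH and mira, medians over fragments for z, mira and lin-28, fragments wholly inside the gene for sc and E(spl)mbeta-HLH, and tracks minus their medians for sc. None did so for Sox21a and esg.

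The paper counts all 11 TFs of Table 1 as ISC/EB-specific, and 6 were called. Of the others, cyc, z and CG11247 were called at an FDR below 0.05 and with unweighted means, and sc and CG30403 with unweighted means. Of settings chosen after seeing the values, an unadjusted p under 0.01 called cyc, z and CG11247, and the function of Dataset S1 called all 5. The paper places upd3 and thisbe (ths) among the ligands with ISC/EB-specific expression in Fig. 4C, and neither was called. upd3 was called with unweighted means and both were called with the function of Dataset S1, chosen after seeing the values, and ths under no other setting. Of the 16 markers of Dataset S2, the paper calls 9 ISC/EB-specific. Here 9 were called, and 10 with the function of Dataset S1, chosen after seeing the values. The equal number does not stand for the same genes, since sc, specific in the paper's Table 1, was not called here (FDR = 0.0706).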

Other observations

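The tests of the single factor, of the spread of the tracks, of gene size, of affinity for loci in any cell type and of a missing correction as the whole cause were chosen after the results were seen; the test with unweighted means was added once the shuffled counts were known, and the other tests were written before.

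Detoxification genes lay toward ECs relative to matched genes, and immune genes did not stand apart from them. Of 19 detoxification genes, 1 was ISC/EB-specific, 7 were shared and 5 were EC-specific (3, 7 and 5 when adjusted over the list alone). Their median difference, -0.01, lay at percentile 0.33 of 10000 lists matched on occupancy and number of fragments, whose median was 0.51, but at 6.25 after quantile normalization and 12.6 on the scale of Dataset S1. The glutathione transferase gene GstD3 had an occupancy of 3.00 in ISC/EBs and 0.30 in ECs, and its neighbor GstD2 2.74 and -0.06, whereas the cytochrome P450 genes Cyp9b2 (0.83 and 2.20) and Cyp4d2 (0.91 and 2.12) were EC-specific. Of 21 immune genes, 2 were ISC/EB-specific, 4 were shared and 1 was EC-specific (1, 5 and 1 when adjusted over the list alone), and the median difference, 0.09, lay at percentile 48.6. PGRP-LA had 1.99 and 0.27, and PGRP-SD, which did not pass, 1.64 and -0.31. Of 29 genes of the respiratory chain and ATP synthase, 5 were shared and 5 EC-specific (6 and 10 when adjusted over the list alone). Their median difference, 0.26, lay at percentile 1.90, but above 2.5 with unweighted means, with medians over fragments, with fragments wholly inside the gene and on the scale of Dataset S1, and was -0.34 after quantile normalization. Of 15 genes of the nucleolus, 1 was ISC/EB-specific (Fib, 2.53 and 1.02) and 1 EC-specific (Nlp, 1.39 and 2.13), and 2 and 0 when adjusted over the list alone. The median difference of the nucleolus list, 0.59, lay at percentile 89.3 (98.1 after quantile normalization).

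Of 10 midgut region TF genes, 6 were shared and 1 was EC-specific, also when adjusted over the list alone, with cad at 1.91 in ISC/EBs and 0.96 in ECs and bowl at 1.66 and 0.85. The median difference, 0.21, lay at percentile 33.7. Of 11 genes of the brush border, septate junction and EC identity, 4 were shared and 3 EC-specific (4 and 4 when adjusted over the list alone), and the median difference, -0.02, lay at percentile 1.98 (2.88 with unweighted means). Myo31DF, the gene of the EC driver Myo1A, was shared, at 1.47 in ISC/EBs and 1.30 in ECs. Polr2A, a Pol II subunit gene, had 2.46 and 1.52 in the Pol II tracks and -0.11 in the Sox21a track. Polr2I had 1.66, 0.77 and 0.36, and Polr2B 0.17, -0.25 and -0.18.

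The ISC/EB values in Dataset S1 are smaller than those of the deposited track. Their ratio was 0.631 at the median over 1691 genes and at the 1st and 99th percentiles, so a single factor accounts for the gap. A factor that gives both averaged Pol II tracks the same SD over fragments would be 0.761 and is excluded. Other measures of spread, and scaling of samples before averaging, were not tested. The factor of 0.631 leaves calls within a track untouched but turns the sign of the difference in 2289 genes from higher in ISC/EBs to lower. Where the factor comes from stays open, and no biological explanation was tested.

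More genes passed the FDR function of Dataset S1 (4770 in ISC/EBs) than the resampling test. With values shuffled among fragments, which leaves no occupied genes, the function called a median of 1017 genes in 20 shuffles of the ISC/EB track, or 5.72% of the genes tested, and 1144 when values were shuffled among fragments of similar length. A missing correction for the number of genes would give about 1% if the function were otherwise exact. The lowest share in any shuffle was 1.68%, and an unadjusted p under 0.01 in the resampling test called 2851 genes. Both values argue against it as the whole cause but do not exclude it. The bound for the shares was chosen after the results were seen, and unadjusted p-values of unweighted means were not counted. In shuffled tracks, unweighted means lowered the median to 332 genes, still 1.87% of the genes tested. The function was not applied to unweighted means of the real track, so what length weights add to the 4770 genes is unknown. Whether a missing correction accounts for part or all of the excess stays open. The function was recovered from part of Dataset S1 and may not be the whole of the authors' procedure, and no biological explanation was tested.

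Sox21a signal followed Pol II occupancy in ISC/EBs across genes. Gene size does not account for this, since the lowest rho within quintiles of fragment number was 0.760, and neither do a few strongly bound genes, since rho was 0.696 among 14696 genes without a peak. In those genes the partial rho was 0.540 with ISC/EB occupancy and 0.104 with EC occupancy, which is consistent with a Dam fusion methylating open or transcribed chromatin more than the Dam control corrects for. Binding of Sox21a at active genes below the peak threshold would give the same values and was not tested. The median Sox21a signal of EC-specific genes was 0.415 of that of ISC/EB-specific genes (0.293 with the classes of the FDR function of Dataset S1). Both values lay between the bounds set for an affinity for loci in any cell type. EC-specific genes also had Pol II signal in ISC/EBs (median 1.00, and 0.46 with the classes of the function), so such an affinity cannot be told apart.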
